A study of Homo sapiens with 12 samples.

How the data were processed

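RNA sequencing was analysed from 12 libraries of 2 established human cell lines of esophageal squamous cell carcinoma, KYSE150 and KYSE510. Each line had control cells and cells in which the long non-coding RNA gene HCP5 was silenced, with 3 replicates in each of the 4 groups. Per the labels' protocols, RNA was extracted with TRIzol and libraries followed standard Illumina procedures. The titles of all libraries begin with sh, which the labels do not spell out. The sequences of the silencing and control reagents, the aligner, the annotation release, the use of strand in counting and any filter are not stated by the labels. Group and cell line were taken from the labels, and the replicate number from the last digit of each title.

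The deposited table gives 38516 genes with their exon positions, strand and summed exon length, and 12 columns of RPKM (reads scaled to exon length and to the reads of the library). Per the file headers, the position columns are those the counting program featureCounts writes, and the chromosome and scaffold names are those of GRCh38. Of these genes, 1701 were at 0 in every library, 123 were listed on more than 1 chromosome, and 27 names had the form of dates, so these were not named. RPKM multiplied by gene length was a whole multiple of a single step in each library, for 100% of values, so the number of reads behind each value was recovered. The read total implied by the step equalled the sum of recovered reads in 12 of 12 libraries. The deposited RPKM were therefore scaled to the reads assigned to the genes of the table, and no other normalization by the authors was seen in the values. RPKM depends on all other genes of a library, so a shift in a few abundant genes moves every value of that library.

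Depth, as recovered reads, ran from 20035025 to 28202422 per library. A gene of 1 kb with 3 reads would have an RPKM of 0.106 in the deepest library and 0.150 in the shallowest. Intervals on reads of single genes are exact 95% Poisson intervals. They cover counting error only, since PCR copies are not independent molecules. Replicates within a group differed by a chi-square per gene of 11.3 to 40.4, far above sampling noise, so no library was counted as a copy of another.

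Values were used as deposited, on the scale log2(RPKM + 0.5). Fold changes on this scale understate the change of low genes. Genes with an RPKM of at least 0.5 in at least 3 libraries were tested, 17823 in all. A linear model with 4 group means was fitted to all 12 libraries with limma 3.58.1 in R 4.3.3 (lmFit, contrasts and eBayes with a mean-variance trend), so that the groups shared an estimate of spread with 8 residual degrees of freedom. Contrasts were silenced against control in each line, their mean over lines, their difference between lines, and KYSE510 against KYSE150 among controls. P-values were two-sided, adjusted by the Benjamini-Hochberg method over the genes tested, with a threshold of 0.05. Single genes fixed in advance were HCP5, MYC and UTP3, named in the title of the series, and VAMP3, from knowledge of the study. These also received an exact two-sided permutation test of the 6 libraries of a line, which cannot go below 0.1.

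Gene lists were written from general knowledge before the data were examined: MYC-induced genes (56 listed), genes of the small-subunit processome, the assembly that makes the small ribosomal subunit (36), pro-apoptotic genes (34), interferon-response genes (42), proliferation genes (30) and neighbours of HCP5 (20). The first 2 lists share 9 genes. They were tested with camera at a preset correlation between genes of 0.01, with fry and with camera at an estimated correlation beside it, and adjusted over 12 tests.

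Replicate numbers are shared between control and silenced libraries of a line, by the titles. Deviations from the group mean, across genes, correlated between same-numbered control and silenced libraries at 0.147 to 0.415 in all 6 pairs, and between other-numbered libraries at -0.385 to 0.184. Deviations within a group sum to 0, so higher values for same-numbered libraries lower the others by construction. KYSE150 control replicate 2 correlated more with silenced replicate 1 (0.184) than with silenced replicate 2 (0.147). The numbers were taken to pair libraries within a line, an assumption that the labels do not state and that was not tested. The fit with a replicate block (4 residual degrees of freedom) was an alternative fixed in advance, and its values are printed where they change a call or move a count by more than 1.5 times. The contrast between control lines lies between blocks, so it has no blocked value.

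Genes named in the text follow a rule fixed in advance. It takes, in each line, the 5 largest rises and 5 largest falls past the threshold with a mean RPKM of at least 1 and no overlap between the 3 silenced and the 3 control libraries. It adds up to 5 rising and 5 falling genes past the threshold in both lines with the same sign, up to 3 genes whose change differed between lines with opposite signs (0 passed), up to 3 members of a list past the threshold, and the 3 genes most higher in each control line. Genes the table lists under clone names are given by their GENCODE names. Genes were matched to GENCODE release 29 on GRCh38 by name (25534 genes) or by position on the same strand with at least 90% overlap (12394 genes). The match covered 98.9% of genes tested and gave the gene type, GC content and 3′ untranslated regions (UTRs). Words of 7 bases in the longest 3′ UTR of 10353 genes were regressed against the change in each line, with length and GC content of the UTR as covariates. This step used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3, and plots used Matplotlib 3.10.9.

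Alternatives fixed before the data were examined were pseudocounts of 0.1 and 1, no filter, a filter at an RPKM of 1, centring of each library on its median log2 ratio, quantile normalization, the 6 libraries of a comparison alone, eBayes without the trend, the replicate block, each library left out in turn, a minimum absolute log2 fold change of 1, and the other 2 set tests. Chosen after the data were seen were limma's voom on recovered reads, removal of each library's trend with GC content and gene length, and reads thinned to the smallest library, each with and without the block, and centring and quantile normalization with the block. The files hold RPKM and no counts, so a count model was not used.

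The procedure was tested on simulated reads drawn with the means, spread and depth of these libraries. Reads were drawn independently for each gene and library, with no effect shared within a replicate pair. The changed genes had planted changes of at least 1 on the log2 scale, a size reached by 10 of the 89 genes called in KYSE150. Recovery of smaller changes of single genes was not simulated. Of 193 changed genes that passed the filter among 17762, 153 were called with the right sign and 0 with the wrong sign in the fit without the block, and 10 unchanged genes were called. Among those with a mean RPKM of at least 1, 143 of 157 were called. With the block, 133 of the 193 were called, beside 14 unchanged genes. Since the simulated pairs shared no effect, this does not show how the block performs where pairs do. The regression on words ranked the planted word, with a shift of -0.15, first in 20 of 20 simulations over 10353 genes. Words reported below had smaller shifts (for TCACCTA -0.075 in KYSE150 and -0.052 in KYSE510), a size that was not simulated.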

Results

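RNA sequencing compared control and HCP5-silenced cells of KYSE150 and KYSE510, established lines of human esophageal squamous cell carcinoma. The title of the series links HCP5, a long non-coding RNA, to apoptosis through c-Myc (gene MYC) and the protein UTP3. Each of the 4 groups held 3 libraries. KYSE150 control libraries had 20035025, 20529850 and 22700935 reads assigned to genes, and silenced libraries 26281327, 28202422 and 26965729, so every silenced library of this line was deeper than every control. In KYSE510 the controls had 24055358, 25270844 and 27513023 reads and the silenced libraries 23992225, 21116344 and 24880410. Mitochondrial genes took 7.49% to 8.91% of reads in KYSE150 and 10.2% to 11.5% in KYSE510. Values are RPKM as deposited, and fold changes are on the log2(RPKM + 0.5) scale.

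The first principal component carried 82.9% of the variance and separated the lines. The second carried 5.43% and ran within the lines. In KYSE150, control replicate 3 lay on it between silenced replicates 1 (-2.97) and 2 (14.5), while control replicates 1 and 2 lay at -22.2 and -34.1. Pearson correlations of log2 values across genes were 0.979 to 0.989 between replicates of a group and 0.971 to 0.990 between control and silenced libraries of a line. Genes are not independent replicates in such correlations. Taken without regard to pairs, they did not separate the treatment from the spread between replicates. Within same-numbered pairs, the silenced library lay higher on the third component (2.43% of variance) in every pair of both lines. On the second component it lay higher in every pair of KYSE150, but in KYSE510 only in the pair of replicate 1. These shifts within pairs were not tested.

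**Figure D1:**
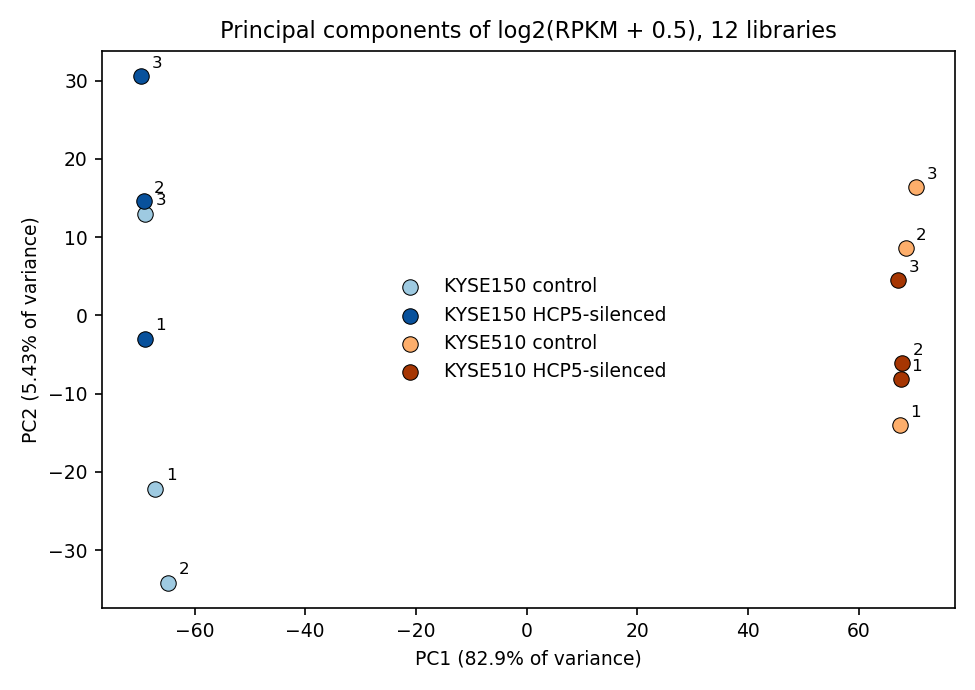
First (horizontal axis, 82.9% of variance) and second (vertical axis, 5.43%) principal components of log2(RPKM + 0.5), where each point is 1 of 12 libraries with its replicate number and colours mark the 4 groups. The lines separate on the first component, and control replicate 3 of KYSE150 lies among the silenced libraries of that line, between -2.97 and 14.5 on the second.

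HCP5 was examined first, since it is the silenced gene. It lies on the plus strand of chromosome 6 at 31400702 to 31477506 (GRCh38), with 3138 bases of exon. It shares 62 of these with an exon of MICA on the same strand and 157 with XXbac-BPG181B23.6 on the opposite strand. Use of strand could separate HCP5 from the latter but not from MICA. Shared reads may have been dropped or counted for both genes, so part of the HCP5 reads is uncertain. MICA had a higher mean, 9.80 RPKM over all libraries. In KYSE150 the RPKM of HCP5 was 0.779, 0.745 and 0.786 in controls and 0.315, 0.418 and 0.579 in silenced replicates 1, 2 and 3. In KYSE510 it was 0.914, 1.85 and 1.40 in controls and 0.505, 0.951 and 0.948 in silenced libraries. These values rest on 26 to 147 reads per library. The 95% interval of KYSE150 silenced replicate 3 (0.428 to 0.766) overlapped that of control replicate 2 (0.549 to 0.988). HCP5 was lower in the silenced library of 6 of 6 same-numbered pairs.

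The mean of HCP5 fell from 0.770 ± 0.0220 to 0.437 ± 0.133 RPKM in KYSE150 (SD, n = 3), 56.8% of control, and from 1.39 ± 0.470 to 0.801 ± 0.257 in KYSE510 (SD, n = 3), 57.6% of control. The log2 fold change was -0.45 (SE 0.20) in KYSE150 and -0.53 (SE 0.20) in KYSE510. With limma, adjusted p-values over all genes were 0.267 and 0.646, so neither line passed the threshold. Exact permutation tests gave 0.1 in KYSE150 and 0.3 in KYSE510, where 0.1 is the smallest possible. Adjusted over the list alone, in which VAMP3 came from knowledge of the study, the limma p-values were 0.0589 and 0.0428. With the replicate block they were 0.0061 and 0.0038, which changes the call in KYSE150. Averaged over lines the change was -0.49 (SE 0.14), with a limma adjusted p of 0.185 and of 0.0295 with the replicate block, which changes this call. An exact two-sided permutation within lines gave 0.015 over 400 arrangements. The alternative that moved HCP5 most was voom on recovered reads, with -0.85 in KYSE150 and -0.80 in KYSE510.

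MYC (chromosome 8, 127735434 to 127741434, plus strand), the transcription factor gene named in the title, had 7.47 ± 2.58 RPKM in KYSE150 controls and 8.98 ± 2.54 in silenced libraries (SD, n = 3). The log2 fold change was 0.27 (SE 0.27; limma adjusted p 0.620, and 0.0439 with the replicate block, in a range over alternatives from 0.0323 to 0.821). Without control replicate 2, the lowest control, it was -0.01 in a fit that kept silenced replicate 2, the lowest silenced library. In KYSE510 MYC went from 67.5 ± 11.7 to 61.4 ± 13.2 (SD, n = 3), a log2 fold change of -0.14 (SE 0.27; limma adjusted p 0.975). This change was -0.0046 without KYSE510 control replicate 3 and -0.31 without KYSE510 silenced replicate 3. MYC was higher in 3 of 3 silenced libraries than in same-numbered controls in KYSE150 and lower in 3 of 3 in KYSE510. The difference of changes between lines was -0.41 (SE 0.38), with a limma adjusted p of 0.612 and of 0.116 with the replicate block. Adjusted over the list alone, the difference had a limma p of 0.404, and 0.00606 with the block. Exact permutation gave p-values of 0.6 and 0.5 for the separate lines. The annotated 3′ UTR of MYC holds the 7-base word TCACCTA, which also occurs in HCP5.

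UTP3 (chromosome 4, 70688479 to 70690551, plus strand, 1 exon), a gene for a nucleolar protein, went from 78.28 ± 7.31 to 66.99 ± 5.33 RPKM in KYSE150 (SD, n = 3), a log2 fold change of -0.22 (SE 0.10; limma adjusted p 0.264). In KYSE510 it went from 47.6 ± 3.20 to 49.3 ± 4.09 (SD, n = 3), a change of 0.05 (SE 0.10; limma adjusted p 0.976), or -0.01 without control replicate 3. The exact tests gave 0.2 and 0.5. VAMP3 (chromosome 1, 7771269 to 7781432, plus strand), a gene for a vesicle membrane protein, fell from 6.24 ± 1.08 to 3.11 ± 0.281 in KYSE150 and from 16.4 ± 0.845 to 7.02 ± 0.452 in KYSE510 (SD, n = 3). Log2 fold changes were -0.89 (SE 0.11; limma adjusted p 0.00864) and -1.17 (SE 0.11; limma adjusted p 0.00374), and the exact tests gave 0.1 in each line. With the 6 libraries of a line alone the limma adjusted p-values of VAMP3 were 0.195 and 0.0569, the highest over alternatives, which reached down to 7.6e-05 and 1.6e-06. Of the 4 genes fixed in advance, 1 passed 0.05 over all genes in each line. This was VAMP3, which was listed from knowledge of the study, so its pass is not an independent prediction. Adjusted over the list alone, 1 passed in KYSE150 (4 with the block) and 2 in KYSE510. The 2 in KYSE510 include HCP5 (unadjusted limma p 0.0214), whose adjusted value depends on VAMP3 being in the list.

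**Figure D2:**
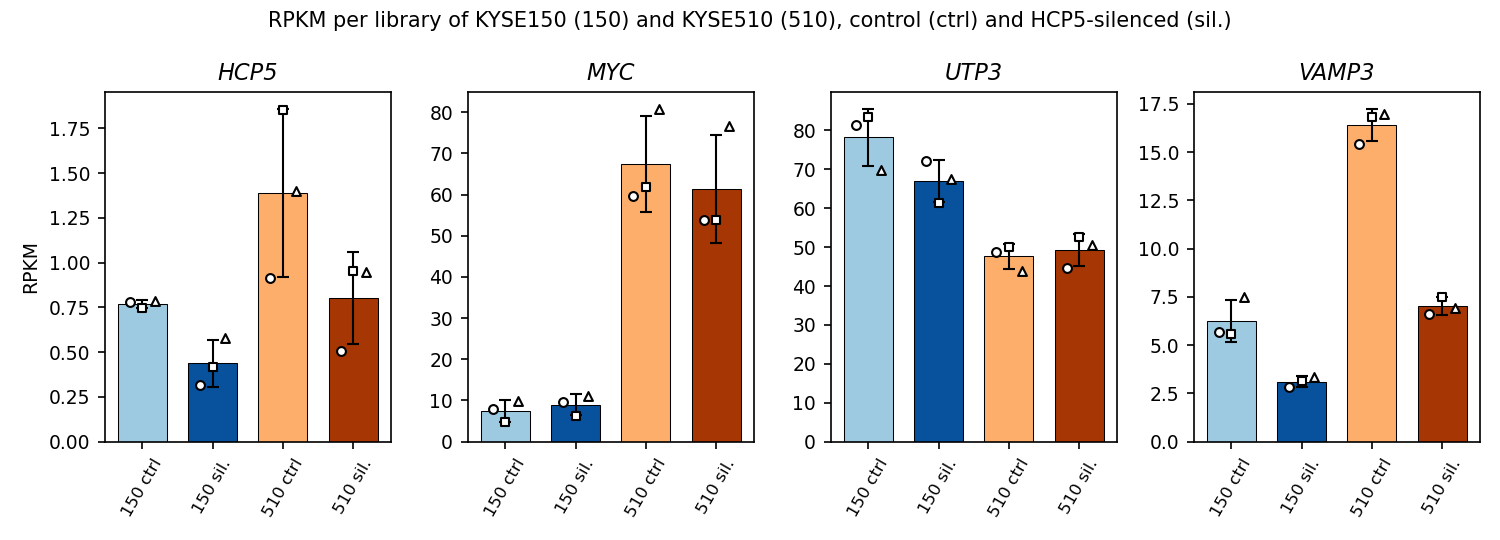
RPKM (vertical axes) of HCP5, MYC, UTP3 and VAMP3 in each library, where bars are group means from 0, error bars are the SD over 3 replicates, and circles, squares and triangles are replicates 1, 2 and 3. VAMP3 separates in both lines, while HCP5 in KYSE510 control replicate 1 (0.914) lies below silenced replicate 2 (0.951).

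Silencing in KYSE150 changed 89 of 17823 genes at an adjusted p under 0.05, with 67 higher and 22 lower. Of these, 10 changed by at least 1 on the log2 scale. The count moved most under voom on recovered reads with the replicate block, to 3180. With the block alone it was 1194 (898 higher and 296 lower), and all 89 were among them. Control replicate 3 decided much of this: without it 1287 genes passed, and without silenced replicate 3 only 15 did. Among genes changed in KYSE150 the share that rose was 75.3%, 54.8% after centring each library, and 77 genes rose and 77 fell after quantile normalization. Without silenced replicate 3 the share was 46.7% (7 higher and 8 lower), against 70.6% to 81.4% in the other fits that left out a library. The median log2 change over all genes was 0.08 in KYSE150 and -0.02 in KYSE510.

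The 5 largest rises in KYSE150 by the naming rule were LAPTM4A (1.40, SE 0.23), NDRG1 (1.22, SE 0.19), DLG4 (1.13, SE 0.15), MT2A (1.12, SE 0.17) and SUMO3 (1.01, SE 0.15), with limma adjusted p-values of 0.0262, 0.0218, 0.0112, 0.0204 and 0.0217. LAPTM4A went from 5.14 ± 1.66 to 14.2 ± 2.84 RPKM and MT2A from 518 ± 87.7 to 1128 ± 185 (SD, n = 3). LAPTM4A, NDRG1, MT2A and SUMO3 each lost significance in 4 of 12 fits that left out a library, among them those without control replicate 1 (0.115, 0.111, 0.106 and 0.111). The call for DLG4 in KYSE150 was lost without silenced replicate 2 (0.0574) or 3 (0.0639). MT2A belongs to a family of similar genes, so its share of reads is uncertain. DLG4 shares 49 bases with ACADVL on the opposite strand. The 3′ UTRs of LAPTM4A and SUMO3 hold 1 and 2 copies of the words GTATAAA, TGTATAA or GTATAAG, those of NDRG1, DLG4 and MT2A hold 0, and that of TMED10, which fell, holds 4.

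The 5 largest falls were TMED10 (chromosome 14, 75131470 to 75176631), PEX3 (chromosome 6, 143450807 to 143490010), HMGN5 (chromosome X, 81113701 to 81201942), VAMP3 and TNIP2 (chromosome 4, 2741648 to 2756376). TMED10 fell from 18.5 ± 0.605 to 8.74 ± 0.590 RPKM (SD, n = 3), a log2 fold change of -1.04 (SE 0.08; limma adjusted p 0.000228). PEX3 changed by -0.96 (SE 0.09; 0.0026), HMGN5 by -0.93 (SE 0.15; 0.0292) and TNIP2 by -0.87 (SE 0.09; 0.00394), with limma adjusted p-values after each SE. PEX3 shares 177 bases with RP1-20N2.8 on the same strand. HMGN5 lost significance in 10 of 12 fits that left out a library (0.134 without silenced replicate 2), and TMED10, PEX3, VAMP3 and TNIP2 in 0. The annotated 3′ UTRs of TMED10, VAMP3 and TNIP2 each hold 1 copy of TCACCTA, that of PEX3 holds 2 and that of HMGN5 holds 0.

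The genes changed in KYSE510 numbered 7, with 4 higher and 3 lower. Without KYSE510 control replicate 1, or any of 8 other libraries, the count was 2. The count was 20 with the replicate block (15 higher and 5 lower), with 5 of the 7 among them, and 44 with no filter. It was 0 with the 6 libraries of the line alone, where 1338 genes had an unadjusted p under 0.05. The share that rose was 57.1%, 81.8% of 11 genes after centring and 72.7% of 11 after quantile normalization. Other alternatives went the other way: it was 45.5% with no filter, 42.9% with a pseudocount of 1 and 33.3% for eBayes without trend. After thinning 2 genes passed and 0 of them rose. VAMP3 and TMED10 fell, TMED10 from 31.7 ± 2.16 to 15.8 ± 0.704 RPKM (SD, n = 3; log2 fold change -0.98, SE 0.08; limma adjusted p 0.000876). SPP1 fell by 0.73 on the log2 scale (SE 0.09; limma adjusted p 0.0444). The rising genes were AC026461.1 (0.92), COL17A1 (0.90), AL390729.1 (0.76) and COL5A1 (0.66), each with a limma adjusted p of 0.0481. With the block AC026461.1 and AL390729.1 were at 0.0693 and 0.0519, in ranges over alternatives from 0.00496 to 0.361 and from 0.0155 to 0.336. These calls other than VAMP3 and TMED10 were lost in at least 11 of 12 fits that left out a library (without control replicate 2, each at 0.148). AL390729.1 shares 68.1% of its bases with LINC01356 on the opposite strand.

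In both lines 4 genes passed with the same sign: TMED10 and VAMP3 fell, and AC026461.1 and COL17A1 rose. The overlap expected by chance was 0.035 genes (Fisher's exact test, two-sided, p 2.0e-08). This test assumes independent calls. Genes are not independent, and both lines shared an estimate of spread for each gene, so the p-value is likely too small. With the replicate block 9 genes passed, with 5 higher and 4 lower. Quantile normalization gave 6, of which 4 rose and 2 fell. In the 12 fits that left out a library the count was 3 without KYSE150 control replicate 3 and 2 in the others, and TMED10 and VAMP3 passed in each. AC026461.1 (chromosome 16, 56682470 to 56687807) shares 321 of its 551 exon bases with MT1X and 230 with DPPA2P4 on the same strand, so its reads are uncertain. In KYSE150 it rose by 0.73 (SE 0.13; limma adjusted p 0.0412) and COL17A1 by 0.68 (SE 0.13; limma adjusted p 0.0491).

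Across genes, changes in the lines correlated at a Pearson r of -0.001 and a Spearman rho of -0.042, where genes are not independent replicates. Of the 89 genes changed in KYSE150, 72 (80.9%) had the same sign in KYSE510, and with the replicate block 725 of 1194 (60.7%) did. The mean change over lines passed in 96 genes (64 higher and 32 lower), and in 488 with the replicate block (367 and 121). It passed in 43 genes without KYSE150 silenced replicate 2. The difference in change between lines passed in 0 genes, with 2181 at an unadjusted p under 0.05, and in 0 with the block, with 4610. Without KYSE150 control replicate 3 it passed in 4. The correlation was -0.112 without KYSE510 control replicate 1. The median of this difference over all genes was -0.12, and 0.01 after centring.

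**Figure D3:**
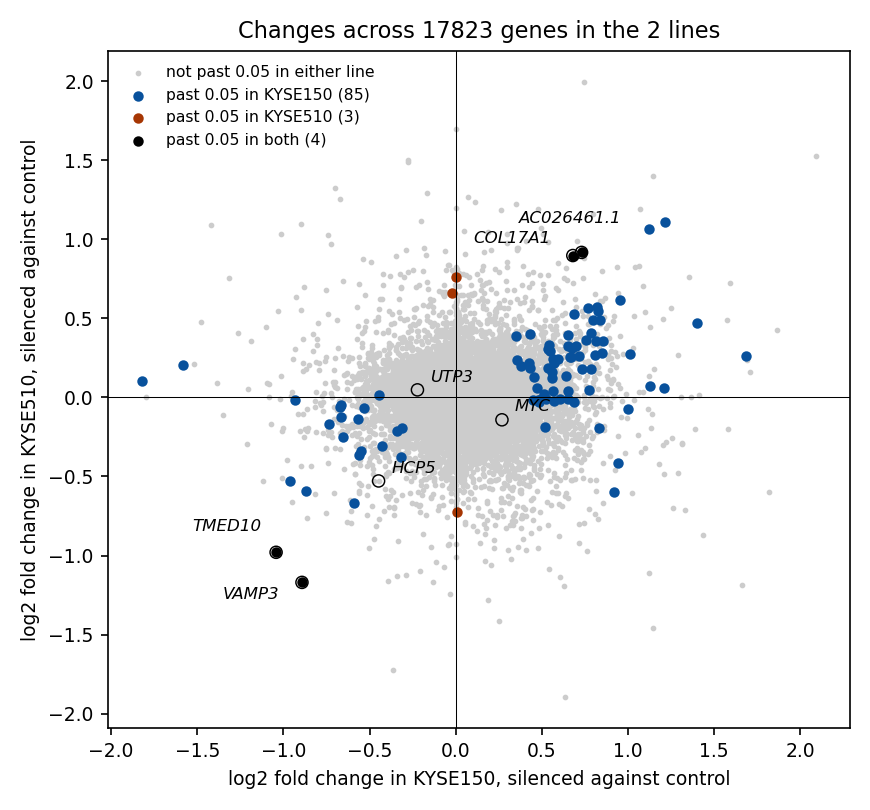
Log2 fold changes, silenced against control, of 17823 genes in KYSE150 (horizontal axis) and KYSE510 (vertical axis), where grey points are genes past 0.05 in neither line, coloured points genes past 0.05 in a single line, and black points the 4 past 0.05 in both, with open circles around the genes whose names are shown. TMED10 and VAMP3 lie at -1.04 and -0.89 in KYSE150 and at -0.98 and -1.17 in KYSE510, apart from a cloud with r of -0.001.

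The gene lists bear on MYC activity, ribosome assembly, apoptosis and growth. Relative to other genes, camera placed small-subunit processome genes lower in KYSE150 (36 genes, median log2 fold change -0.12, 27 of 36 lower, adjusted p 4.1e-07). In KYSE510 the median was -0.07 with 27 of 36 lower (adjusted p 0.0752, and 0.0464 with the replicate block, in a range over alternatives from 0.0238 to 0.883). Without KYSE510 control replicate 1 the direction reversed (0.818), and without KYSE510 control replicate 2 the adjusted p was 0.00272. MYC-induced genes were lower relative to other genes in KYSE150 (56 genes, median -0.03, 30 lower, adjusted p 0.0111) and in KYSE510 (median -0.07, 43 lower, adjusted p 0.0138). These were lost without KYSE150 control replicate 1 (0.0987) or silenced replicate 3 (0.0673), and without KYSE510 control replicate 1 (0.690) or silenced replicate 2 (0.342). In KYSE150 quantile normalization also raised the adjusted p above 0.05 (0.134, in a range from 0.000822 to 0.751). The lines differed for small-subunit processome genes (adjusted over 6 lists, 0.00741), and for interferon-response genes only with the block (0.0133, against 0.207). None of these calls held under fry or an estimated correlation, where the processome genes in KYSE150 had adjusted p-values of 0.254 and 0.603, the setting that moved them most being the estimated correlation. Exact permutation tests of the mean of each list gave p-values from 0.1 to 1, in a design whose smallest is 0.1.

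Pro-apoptotic genes had a median change of 0.14 in KYSE150 (33 genes, 25 higher, camera adjusted p 0.434) and -0.02 in KYSE510 (15 higher, 0.716). After centring, these medians were 0.05 and 0.02. Centring shifts all genes of a library alike and moved the median of all genes in KYSE510 from -0.02 to 0.01, so the change of sign there is not particular to this list. Interferon-response genes had medians of 0.05 (0.434; -0.04 after centring) and 0.10 (0.252, and 0.013 with the block, in a range from 0.00648 to 0.949), proliferation genes 0.07 (0.739; -0.02 after centring) and 0.01 (0.434), and neighbours of HCP5 0.12 (0.285) and -0.06 (0.434), with camera adjusted p-values in parentheses. Without KYSE510 control replicate 3, interferon-response genes in KYSE510 were at 0.000477, and without KYSE510 control replicate 2 proliferation genes in KYSE510 were at 0.0107. Over all genes tested, 0 members of any list passed 0.05 in either line. With the block 5 processome, 6 pro-apoptotic, 2 interferon-response, 1 MYC-induced and 1 proliferation genes passed in KYSE150, and 0 in KYSE510. At an unadjusted p under 0.05 there were 9 processome, 11 pro-apoptotic and 7 MYC-induced genes in KYSE150 and 2, 1 and 3 in KYSE510. Adjusted over the list alone, 7 processome genes passed in KYSE150 and 0 genes of the other lists. With the block these counts in KYSE150 were 12 processome, 11 pro-apoptotic and 5 interferon-response genes.

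Between control lines 11046 of 17823 genes differed, with 5041 higher in KYSE510 and 6005 higher in KYSE150, and 3759 by at least 1 on the log2 scale. Under no alternative but this minimum did the count leave the range of 9907 to 12619. The genes most higher in KYSE510 were AC093484.3 (chromosome 17, 0.483 ± 0.380 against 699 ± 71.4 RPKM), UBB (0.254 ± 0.156 against 361 ± 32.8) and DHCR7 (chromosome 11, 0.0970 ± 0.0507 against 145 ± 21.7), with SD and n = 3. All 461 bases of AC093484.3 lie within UBB on the opposite strand, so the 2 are not separate measurements unless the counting used strand. The genes most higher in KYSE150 were MAGEA4 (chromosome X, 236 ± 10.3 against 0.163 ± 0.109), CCND2 (chromosome 12, 34.8 ± 2.69 against 0.0398 ± 0.0055) and MMP14 (chromosome 14, 48.9 ± 10.0 against 0.247 ± 0.026), with SD and n = 3. MAGEA4 and CCND2 share 172 and 126 bases with genes on the opposite strand. The limma adjusted p-values of these 6 genes ran from 7.3e-13 to 1.1e-10.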

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

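Of the tests named here, the check of MYC under other scalings and both tests of the processome list were chosen after the result was seen. No group held the 4 or more libraries needed to look for single outlying libraries.

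MYC was singled out because every pair of KYSE150 moved up and every pair of KYSE510 moved down, a difference of -0.41 on the log2 scale. Tested directly, the difference had a limma p of 0.303, or 0.00151 with the replicate block, and adjusted p-values of 0.612 and 0.116. Adjusted over the list of study genes alone, these were 0.404 and 0.00606. Of 17823 genes, 1816 (10.2%) moved in opposite ways in this fashion, against 3.12% expected from independent signs, so the pattern is not particular to MYC. Library scaling cannot be told apart from a change of MYC. After quantile normalization the signs stayed opposite (0.15 in KYSE150 and -0.13 in KYSE510). Both values were smaller than the SE of 0.25 without the block and exceeded that of 0.0478 with it. The difference was then -0.29, with a blocked limma p of 0.0039 and adjusted p of 0.128, or 0.140 after centring, so it did not pass over all genes. MYC was singled out because its pairs moved alike, which also makes the blocked SE small, so this SE alone does not exclude scaling. With the block, the limma adjusted p of MYC in KYSE150 moved from 0.0439 to 0.106 after quantile normalization and 0.101 after centring, in a range over alternatives from 0.0323 to 0.821. Without control replicate 2, in a fit that kept its same-numbered silenced library, the change in KYSE150 was -0.01. A difference between the lines stays open as a biological explanation.

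Small-subunit processome genes were singled out because a test of the difference between lines passed (camera, adjusted over 6 lists, 0.00741, and 0.0112 with the replicate block), with KYSE150 lower relative to other genes. The absolute medians differed by 0.05 on the log2 scale, and by 0.17 after centring. A trend with GC content and gene length is argued against, since the adjusted p was 0.0145 after its removal with the block. Correlation between the genes may account for the call: with a correlation estimated from the data the camera adjusted p was 0.792. Fry gave an adjusted p of 0.734, but it compares the list with 0 and not with other genes. The fry value therefore cannot tell correlation from this change of question. At the level of libraries, flipping the pair differences of the list mean gave an exact p of 0.781, and 0.312 after centring. A biological difference between the lines stays open and was not tested.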

How the results depend on the processing

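Alternatives fixed before the data were examined and those added after (named in the methods) numbered 12 and 8, besides 12 fits that each left out a library. A count model on deposited counts was planned for the case that counts were given, and was not run. HCP5 has no value with the filter at an RPKM of 1, and results needing both lines none with the libraries of a single line.

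The replicate block moved the counts to 1194 in KYSE150, 20 in KYSE510, 9 in both lines and 488 for the mean. It brought MYC in KYSE150 (0.27), processome genes in KYSE510 (0.0464) and interferon-response genes in KYSE510 (0.013) under 0.05. It also reversed the camera direction of proliferation genes in KYSE150 relative to other genes (0.743). AC026461.1 and AL390729.1 in KYSE510 lost their calls. Calls also changed for HCP5 averaged over lines, the study genes adjusted over the list alone, members of the lists and the differences between lines. It changed no other call.

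For genes changed in KYSE150 (89), quantile normalization gave 154, the 6 libraries alone 7, the minimum log2 change 10, and the GC and length correction 172. With the block, voom gave 3180, the GC and length correction 1020, thinning 906, centring 766 and quantile normalization 727. For KYSE510 (7), pseudocount 0.1 gave 3, no filter 44, centring and quantile normalization 11 each, the 6 libraries 0 (with 1338 at an unadjusted p under 0.05), the minimum change 1 and thinning 2. With the block, voom gave 460, the GC and length correction 42, centring 27 and quantile normalization 40. For both lines (4), pseudocount 0.1, eBayes without trend and thinning gave 2, no filter 8 and the minimum change 0. With the block, voom gave 175, the GC and length correction 18, centring 11 and quantile normalization 14. For the mean (96), the minimum change gave 4 and the GC and length correction 146. With the block, voom gave 1304, the GC and length correction 584, thinning 448, centring 491 and quantile normalization 472. For the difference between lines (0), no filter gave 10 and voom with the block 1371. Between control lines the minimum change gave 3759. A fold minimum lowers counts by construction, and the cause of the other shifts was not tested.

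HCP5 in KYSE150 passed 0.05 with the block under voom (-0.81), the GC and length correction (-0.52) and centring (-0.54), and HCP5 in KYSE510 under voom with the block (-0.78). Its adjusted p ran over alternatives from 0.0292 to 0.448 in KYSE150 and from 0.0200 to 0.740 in KYSE510. MYC in KYSE150 passed under voom with the block (0.27; range of adjusted p 0.0323 to 0.821). VAMP3 missed 0.05 only with the 6 libraries alone (-0.89 in KYSE150, adjusted p 0.195, and -1.17 in KYSE510, 0.0569), among 17 alternatives. The low depth of HCP5 adds counting error to its estimate. Replicates also differed beyond counting error in KYSE510, where the 95% intervals of control replicates 1 (0.711 to 1.16 RPKM) and 2 (1.57 to 2.18) did not overlap.

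Adjusted p-values of lists follow. MYC-induced genes in KYSE150 missed 0.05 with quantile normalization (0.134, and 0.117 with the block), fry (0.751) and estimated correlation (0.654), and in KYSE510 with fry (0.256) and estimated correlation (0.654). Processome genes in KYSE150 missed it with fry (0.254) and estimated correlation (0.603). The small-subunit processome genes in KYSE510 passed with no filter (0.0238) and with the block under voom (0.0463) and the GC and length correction (0.0325). With the block, interferon-response genes in KYSE510 passed under voom (0.00648), the GC and length correction (0.0231), thinning (0.0276), centring (0.0269) and quantile normalization (0.0386). The camera direction of proliferation genes in KYSE150 reversed under some alternatives, with none past 0.05. These were no filter (0.761), quantile normalization (0.502, and 0.285 with the block) and the 6 libraries (0.785). With the block it also reversed under voom (0.777), the GC and length correction (0.978) and thinning (0.724). Under fry, interferon-response (0.949) and proliferation genes (0.751) in KYSE150 and pro-apoptotic genes in KYSE510 (0.949) had the opposite direction to camera. Camera compares a list with other genes and fry with 0, and the medians (0.05, 0.07 and -0.02) had the signs given by fry. These opposite directions therefore show no reversal in the data.

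Across the 12 fits that left out a library, counts ran from 15 to 1287 in KYSE150 (highest without control replicate 3), 2 to 7 in KYSE510, 2 to 3 in both lines, 43 to 140 for the mean and 0 to 4 for the difference. The correlation ran from -0.112 to 0.0912. MYC in KYSE150 ran from -0.015 to 0.50 and UTP3 in KYSE510 from -0.0080 to 0.12. Adjusted p-values ran from 0.000324 to 0.0987 for MYC-induced genes in KYSE150 and from 0.00108 to 0.690 in KYSE510. They ran from 0.00272 to 0.818 for processome genes, 0.357 to 0.921 for pro-apoptotic genes, 0.000477 to 0.818 for interferon-response genes and 0.0107 to 0.608 for proliferation genes in KYSE510, and from 0.390 to 0.865 for proliferation genes in KYSE150. Among results for other named genes, each a gene in a single contrast, 15 lost significance under some alternative (63 losses) and 13 when a library was left out (103), and 0 reversed.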

Other observations

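The tests of library scaling and composition, of word copies carried by HCP5, of GTATAA words and of other splits of the libraries were chosen after the results were seen. The test for a short word shared with HCP5 was written down before words were counted.

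TMED10 and VAMP3 fell to about the same extent in both lines, in which few other genes changed together. Centring left the smallest of the 4 falls at -0.95, which argues against library scaling. Among 16311 words of 7 bases found in at least 30 of the 3′ UTRs, TCACCTA was the word most tied to lower values in KYSE150 and again in KYSE510, whose libraries are separate (z -9.82 and -9.44 across 10353 genes, against a Bonferroni limit of 4.67). The next was CACCTAA in each line (z -6.23 and -7.93), which together spell the 8-base site TCACCTAA. These z values treat genes as independent and do not measure the spread between libraries. Their SD over all words was 1.19 in KYSE150 and 1.04 in KYSE510, so the limit is lenient. Exact permutation of library scores for TCACCTA gave p-values of 0.1 in each line, the smallest possible, and 0.005 over both lines. Relative to genes without the word, the median of 237 genes with the 8-base site in the 3′ UTR lay at -0.09 in KYSE150 and -0.04 in KYSE510. For 560 genes with the 7 bases alone it lay at -0.04 and -0.03, and for 719 genes with the word in coding sequence alone at -0.01 and -0.01. For 442 genes with CACCTAA but not TCACCTA in the 3′ UTR it lay at 0.002 and -0.01. By this median, CACCTAA without TCACCTA was not tied to lower values in KYSE150. The word was chosen from these libraries, so only its rank in the other line is a separate test.

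HCP5 holds TCACCTA at chromosome 6, 31464647 to 31464653, followed by A, and at 31465365 to 31465371, both in exon 3 in 2 of 4 annotated transcripts (GRCh38). Of all 16384 possible words of 7 bases, 16.4% occur in HCP5 transcripts. A candidate explanation is that the silencing reagent targeted HCP5 there and, through its seed, lowered other transcripts with the same word, VAMP3 and TMED10 among them (z in KYSE510 -9.44). The titles begin with sh, which the labels do not spell out, and they give no sequence of the reagent, so this is a hypothesis. A longer stretch shared with HCP5 is argued against: 96.0% of 300 genes of similar length shared a stretch at least as long as that of TMED10 (11 bases). Release of a microRNA bound by HCP5 is argued against by amount, since HCP5 carried at most 0.0325% of the copies of the word in any library. An effect of HCP5 itself on VAMP3 or TMED10 stays open and was not tested, and a second reagent or a rescue would tell these apart.

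Words with GTATAA were the ones most tied to higher values in both lines. TGTATAA ranked first in KYSE150 (z 8.35) and 3 in KYSE510 (z 5.08), and GTATAAA ranked first in KYSE510 (z 6.38). Genes are not independent in these z values, and exact permutation of library scores gave a p-value of 0.1 for each of these words in each line. Of 54 rising genes in KYSE150 with an analysed 3′ UTR, 38 held GTATAAA, TGTATAA or GTATAAG (70.4%, against 25.9% of others), while 0 of 2 in KYSE510 did. With the replicate block it was 262 of 664 in KYSE150 (39.5%, against 25.2% of others) and 0 of 10 in KYSE510 (against 26.1% of others). These words were chosen from the same genes, so only the rank in the other line is a separate test. A possible explanation is that the control reagent lowered such genes in control cells through a seed of its own, so that they seem to rise on silencing (rank 3 in KYSE510). Its sequence is not stated, and a response to silencing through such words was not tested.

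Among genes changed in KYSE150 more rose than fell, and silenced libraries were also deeper. The excess was absent without silenced replicate 3, where 7 rose and 8 fell (46.7% higher). Thinning all libraries to the smallest left 75.7% of calls rising with the block, which argues against depth. After centring the share was 54.8% (53.4% with the block). After removal of trends with GC content and length it was 61.0% (52.1% with the block). Library composition and these trends cannot be told apart from a shift of many genes, because each correction also removes the median shift by construction.

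The near-zero correlation of changes between lines cannot be told apart from replicate noise. Changes of replicate pairs correlated across genes at a median of 0.295 within KYSE150 (0.293 to 0.370, 3 values) and 0.187 within KYSE510 (0.121 to 0.282, 3 values), against 0.044 between lines (-0.198 to 0.147, 9 values). The range within KYSE510 overlaps that between lines, and with 3 pairs per line this stays open. A biological difference between the lines stays open as well.

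Other splits of the same libraries were counted. In KYSE150, 2 of 10 splits of the 6 libraries gave at least 89 genes. The other gave 886 and set control replicates 1 and 2 with silenced replicate 1 against the rest. It parts 1 pair in place of 3 and follows the number of genes detected at an RPKM of 0.5, which was 15470 to 15537 in the first 3 libraries and 15979 to 16237 in the others. Among the 4 splits that part all pairs, only the real one gave any gene, 89, and 1194 with the replicate block (1 of 4). In KYSE510, 1 of 10 splits gave 7 genes, and 1 of 4 gave 20 with the block. Between control lines 1 of 10 did. Such small sets of splits cannot give a share under 0.05. Over both lines, 4 of 100 splits drawn gave as many as 96 genes with a mean change (1 of the 14 among them that part all 6 pairs), and 1 of 32 splits that part all 6 pairs gave as many as 488 with the block. For genes changed in both lines it was 1 of 100, and 1 of 32 with the block. For the difference between lines 100 of 100 and 32 of 32 gave at least the observed 0, an outcome fixed by that 0, so these splits say nothing about it.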
